A study of Homo sapiens with 2 samples.

How the data were processed

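Nuclei were isolated from frozen heart tissue and sequenced as 10x Genomics Chromium 3′ libraries, per the labels' protocols, in which transcripts are tagged near their 3′ end with a UMI. The protocol text names GRCh38 and Cell Ranger 6.1.2 with intronic reads counted, while the submitters' processing notes list Cell Ranger 7.1.0 and the builds mm10 and GRCh38; which version made the table is not settled here. Gene symbols in the table are human. The authors deposited raw counts, as whole UMIs per gene and nucleus with no normalization, for 28485 genes and 6993 nuclei, together with a table that gives each nucleus's library, class and sub-type. The authors also deposited embedding coordinates, whose values are a score with no unit and were not used here.

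The nuclei had already been filtered. In the values as deposited no nucleus had over 2498 genes or over 5% of UMIs from mitochondrially encoded genes, and the lowest totals were 501 UMIs in the pre-LVAD and 496 in the post-LVAD library. All deposited nuclei were kept. Mitochondrially encoded genes took 1.65% and 1.73% of UMIs, MALAT1 and NEAT1 7.38% and 9.22%, and ribosomal protein genes 0.246% and 0.368%. Scrublet, in scanpy 1.11.5, called 41 pre-LVAD nuclei (1.14%) and 5 post-LVAD nuclei (0.148%) as doublets at an expected rate of 6%; the post-LVAD calls are too few to count as a working caller, so doublets were not removed in the main results, and the 6% of nuclei with the highest score were removed in an added alternative.

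UMIs were summed over the nuclei of a class within a library and divided by the class total, as counts per 1000000 UMIs (CPM). Shares have exact Clopper-Pearson intervals, levels exact Poisson intervals, and ratios exact conditional binomial intervals, computed with scipy 1.17.1 and numpy 2.4.6 in Python 3.11. All are at 95% and cover counting error only. With 1 library per group no model was fitted, and no p-value, standard error or count of changed genes is given. Counts under 3 UMIs were set to a floor of 3 for ranking, for list medians and for the alternatives; fold ratios of genes given with an interval use the counts as they are. Classes and sub-types are the authors'. A class was compared only where each of its sub-types had at least as many of its own fixed markers as of another class among its 10 leading genes, and where each library had 50 or more nuclei; the marker condition was applied after the leading genes were seen, and sub-types PC1, SM1 and SM2 stand in for the pericyte and smooth muscle classes. SM3 met the marker condition, with no marker of any class, and was not compared because it had 16 post-LVAD nuclei.

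The gene lists (36 in all), cell type markers and the rules in this paragraph were fixed before the files were opened. A list was used where 4 or more members had 10 or more UMIs over both libraries; members count as higher or lower at a ratio of 1.5. A list's median log2 ratio is set against 10000 random lists of the same size matched on mean expression, as a description of these libraries. Its counting interval comes from redrawing the counts as Poisson. Named genes are the 12 highest and 12 lowest ratios in endothelial and in cardiomyocyte nuclei, and the 4 highest and 4 lowest in each other group, among genes with 100 or more CPM and 30 or more UMIs in the higher library and a UMI in 5% or more of its nuclei. In each list up to 4 members with the largest difference and 30 or more UMIs could be named, and VEGF and angiopoietin genes, NPPA, NPPB and MYH6 were given whatever their ratio. Clone-named and LINC genes, mitochondrially encoded genes, markers of another class and genes under 10% of their highest class level were not named. Not every gene the rule picks is given in the text, drawn in the figures or counted among the gene values of the alternatives. Genes outside this rule were chosen after their values were seen: MYH7 and ACTA1 in cardiomyocytes, COL1A1, MEOX1, COL6A1 and LUM in fibroblasts, CFD and IL1RAPL2 in classes where they are not among the named genes, and all values per sub-type.

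Y-linked genes, X-linked genes tied to X inactivation or escape from it, and genes with common copy-number or haplotype variation (94 in all) were left out of all gene tables, 1 of them after the values had been seen. Alternatives were: nuclei with 1000 or more UMIs, nuclei thinned to 1000 UMIs, doublets removed, the mean of per-nucleus CPM, ratios centred on their median, free RNA subtracted, and classes assigned from markers. Free RNA was subtracted as the library's pooled profile, scaled by the median ratio of observed to expected UMIs of other classes' markers. A gene at or under the floor in both libraries gets no ratio, a condition extended to the subtraction after its first output had been seen. The ratio and list steps were tested on simulated counts with 200 changed genes. Of 2264 endothelial genes, intervals held the true ratio for 95.4% of unchanged genes, 92% of genes raised 2-fold and 94% of those raised 4-fold. Of 1631 cardiomyocyte genes they did so for 95.8%, 100% and 94%. These shares check the calculation only. They do not show that intervals hold where UMIs gather in few nuclei. The 128 post-LVAD UMIs of LUZP2 in SM1, for example, lay in 8 of 92 nuclei. Gene positions were matched by symbol to GENCODE release 44, which held 19817 of the 28485 symbols.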

Results

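Single-nucleus RNA sequencing was run on frozen human heart tissue from before and after support by a left ventricular assist device (LVAD), a pump that takes over part of the work of the failing left ventricle. The series title names recovery from heart failure and its microvascular mechanisms. There was 1 library per group: the pre-LVAD library held 3604 nuclei and 8238526 unique molecular identifiers (UMIs), and the post-LVAD library 3389 nuclei and 7369903 UMIs. The median nucleus had 2126.5 UMIs and 1309 genes in the pre-LVAD library, and 1988 UMIs and 1223 genes in the post-LVAD library. With no replicate there is no test between groups. Intervals are exact 95% intervals that cover counting error only. Both the LVAD and any difference between donors or tissue pieces separate the libraries, and the labels do not state whether the libraries share a donor.

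Cardiomyocytes, fibroblasts and smooth muscle cells differed in share between the libraries beyond their counting intervals. Cardiomyocytes were 12% (10.9 to 13.1) of pre-LVAD nuclei and 15.1% (13.9 to 16.4) of post-LVAD nuclei. Endothelial cells were 28.5% (27 to 30) of pre-LVAD nuclei and 25.6% (24.1 to 27.1) of post-LVAD nuclei, and fibroblasts 21.3% (20 to 22.7) of pre-LVAD nuclei and 24.6% (23.1 to 26) of post-LVAD nuclei. Smooth muscle cells were 11.4% (10.4 to 12.5) of pre-LVAD nuclei and 7.88% (6.99 to 8.84) of post-LVAD nuclei. Sub-types SM1 and SM2 alone were 9.30% and 7.11%, a difference of -2.18 points against -3.55 for the class. These sub-types went opposite ways. SM1 had 214 pre-LVAD and 92 post-LVAD nuclei, and SM2 121 and 149. SM3 had 71 and 16. Endothelial cells, macrophages (14.8% and 14.7%), pericytes (8.21% and 8.32%) and T cells (2.44% and 2.42%) had overlapping intervals. Overlap does not show equal shares. The endothelial intervals met only between 27.03% and 27.06%, with a difference of -2.94 points. Schwann cells (30 and 31 nuclei), lymphatic endothelial cells (8 and 12) and adipocytes (9 and 5) were rare in both. The smooth muscle difference turned to 0.66 percentage points (post-LVAD minus pre-LVAD) when nuclei were assigned by their highest mean marker level. By that assignment the difference was -2.43 points for pericytes, -1.47 for macrophages and -5.03 for endothelial cells, against 0.11, -0.12 and -2.94 by the authors' classes. In nuclei of 1000 or more UMIs it was -1.85 for macrophages. No deposited nucleus had over 2498 detected genes, a limit that can set the share of classes with many genes per nucleus, such as cardiomyocytes.

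**Figure D1:**
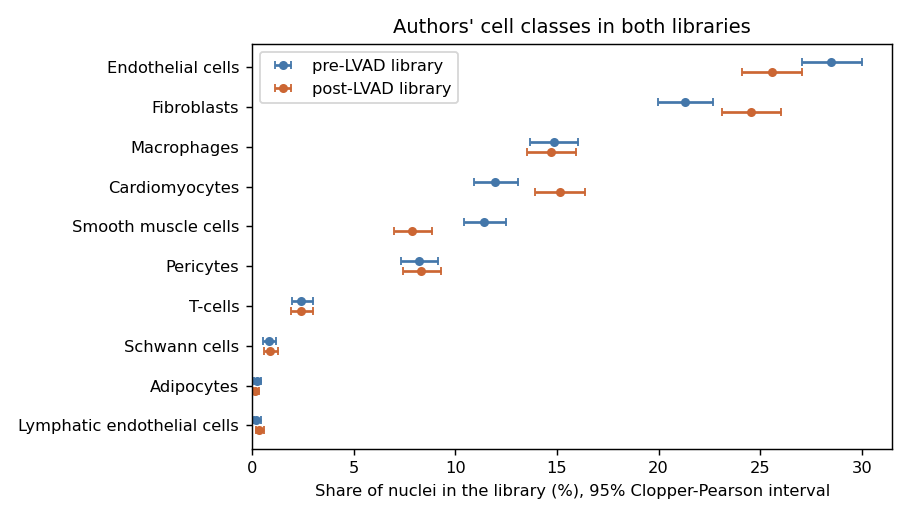
Share of nuclei in each of the authors' cell classes, in percent of the library, for the pre-LVAD and the post-LVAD library; bars are 95% Clopper-Pearson intervals, which cover counting error only. Cardiomyocytes lie at 12% and 15.1%, and smooth muscle cells at 11.4% and 7.88%, with intervals that do not overlap.

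Endothelial nuclei per cardiomyocyte nucleus, which count capillary, arterial, venous and endocardial cells together, numbered 2.38 (2.13 to 2.67) in the pre-LVAD library and 1.69 (1.51 to 1.89) in the post-LVAD library. Pericytes, the mural cells that wrap capillaries, numbered 0.288 (0.252 to 0.328) in the pre-LVAD library and 0.326 (0.284 to 0.373) in the post-LVAD library per endothelial nucleus, with overlapping intervals. Fibroblast nuclei per cardiomyocyte nucleus were 1.78 (1.58 to 2.01) in the pre-LVAD library and 1.62 (1.45 to 1.81) in the post-LVAD library, again overlapping. Assigned by highest mean marker level, the ratios (pre-LVAD and post-LVAD) were 0.552 and 0.365 for endothelial per cardiomyocyte and 0.618 and 0.665 for pericyte per endothelial. For fibroblast per cardiomyocyte they were 0.542 and 0.585, turned in direction. By marker z-score, pericyte per endothelial was 0.559 and 0.560. These are ratios of nuclei that passed the deposited filters, not of cells or vessels in the tissue.

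The authors' 23 sub-types were checked against fixed markers. Endothelial, cardiomyocyte, fibroblast, macrophage and T cell sub-types had no more markers of another class than of their own among their leading 10 genes. CM2, EC1 to EC4, FB1 to FB3, MP2 and MP3 had no fixed marker of any class there, nor had PC1 and SM2. For these sub-types the check cannot decide, because it had no marker to count. Sub-type SM4 of the smooth muscle class (16 nuclei) was led by the mast cell markers CPA3, MS4A2, HDC and KIT. Pericyte sub-type PC2 (23 nuclei) had the myeloid marker CSF1R among its leading genes, and SM3 (87 nuclei) had the lowest median depth of all sub-types, 711 UMIs. Pericytes and smooth muscle were compared within PC1, SM1 and SM2.

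Endothelial nuclei (1027 pre-LVAD and 866 post-LVAD) had less INSR, the insulin receptor, in the post-LVAD library, with 963 CPM (interval 921 to 1006) in the pre-LVAD library and 207 CPM (184 to 231) in the post-LVAD library. FOS, an immediate early transcription factor, was 4.43-fold lower (interval 3.72 to 5.31), and STC1, encoding the secreted glycoprotein stanniocalcin, 3.38-fold lower (interval 2.66 to 4.34). EDNRB, an endothelin receptor, was 2.96-fold lower (interval 2.21 to 4.03), and APLN, the apelin ligand of sprouting endothelium, 4.71-fold lower (interval 2.22 to 11.5). CA4, a capillary carbonic anhydrase, was 1.86-fold higher (interval 1.53 to 2.26) in the post-LVAD library, and HES1, a Notch target, 1.84-fold higher (interval 1.66 to 2.05).

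Of 2345 endothelial genes that met the level limits, others among the 12 lowest ratios were ADAMTSL4-AS1 (3.01-fold), DUSP6 (2.89-fold), IGFBP5 (2.78-fold), IQSEC1 (2.68-fold), CNKSR3 (2.50-fold), LMNA (2.43-fold) and SLCO2A1 (2.42-fold), each lower in the post-LVAD library. DUSP6 encodes a phosphatase that acts on ERK kinases, and SLCO2A1 a prostaglandin transporter. The 12 highest ratios belonged to CFD (4.83-fold), PLCXD3 (3.88-fold), MEIS2 (3.71-fold), ANKRD20A1 (2.86-fold), PCDH7 (2.81-fold), MYL7 (2.80-fold), IL1R1 (2.74-fold), ACTA1 (2.69-fold), ATP8A1 (2.54-fold), RPS18 (2.52-fold), NRG3 (2.40-fold) and CKM (2.39-fold). ANKRD20A1 belongs to a family of near-identical copies, so its count is uncertain. ACTA1, CKM and MYL7 are muscle genes: ACTA1 had 324 and 873 CPM in endothelial nuclei and 924 and 1124 CPM in cardiomyocyte nuclei (pre-LVAD and post-LVAD). CFD, the complement protease factor D, was higher in the post-LVAD library in fibroblasts too (176 and 306 CPM). Without sub-type EC5, 24 nuclei (4 pre-LVAD and 20 post-LVAD) led by the endocardial markers SMOC1, PCDH15 and NRG1, the log2 ratio went from 1.89 to 0.71 for MEIS2, from 1.49 to 0.67 for PCDH7 and from 1.26 to 0.61 for NRG3.

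The angiogenic endothelium list had a median log2 ratio of -0.29 (counting interval -0.68 to -0.17), at percentile 0.850 of random lists; of 15 measured members, 7 were lower, 2 higher and 6 between the limits. INSR and APLN belong to it, as do COL4A2 (636 and 370.1 CPM) and UNC5B (99.4 and 51 CPM). By sub-type the median of the angiogenic list was -0.61 in EC1, -0.13 in EC2, -0.39 in EC3 and 0.04 in EC4, so EC4 did not share it. The VEGF and angiopoietin list had a median log2 ratio of -0.09 (counting interval -0.18 to 0.06), at percentile 23.9 of random lists. The VEGF receptors FLT1 (2141 and 1909 CPM) and KDR (141 and 115 CPM), the angiopoietin receptor TEK (423 and 356 CPM) and its relative TIE1 (180.1 and 177 CPM) differed by less than 1.5-fold. So did NRP1 (1392 and 1250 CPM), NRP2 (184 and 164 CPM), VEGFC (468 and 579 CPM), VEGFB (19.7 and 27.1 CPM), ANGPT2 (108 and 114 CPM) and FLT4 (51.4 and 34.4 CPM). VEGFA (68.7 and 103 CPM) was higher, at the 1.5-fold limit. PGF, VEGFD and ANGPT1 had under 30 UMIs in each library.

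Other endothelial lists lay at either end of the random lists. The Notch list had a median log2 ratio of -0.28 (counting interval -0.47 to -0.08), at percentile 1.03 of random lists, and of 13 measured members, 3 were lower, 3 higher and 7 between the limits, with JAG2 and HES4 lower and HES1 higher. The shear-responsive list had a median log2 ratio of -0.40 (counting interval -0.60 to -0.23), at percentile 0.355 of random lists, led by CAVIN2 (204 and 92.7 CPM) and KLF4 (266 and 156 CPM), a factor induced by laminar flow, with KLF2 at 377 and 285 CPM. The venous list had a median log2 ratio of -0.51 (counting interval -0.76 to -0.13), at percentile 0.220 of random lists; of 7 measured members, 2 were lower, 1 higher and 4 between the limits. PLVAP (78.3 and 31.1 CPM) and SELE (26.4 and 8.61 CPM) were lower and ACKR1 (11 and 21.2 CPM) higher. The interferon list had a median log2 ratio of -0.35 (counting interval -0.46 to -0.16), at percentile 0.340 of random lists, and MHC class II a median log2 ratio of 0.41 (counting interval 0.05 to 0.61), at percentile 98.9 of random lists. The capillary list (-0.13), the arterial list (-0.09), junction genes (0.04) and fatty acid transport (0.14) had medians within 0.15 of 0.

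Cardiomyocyte nuclei (431 pre-LVAD and 513 post-LVAD) had less of both natriuretic peptide transcripts in the post-LVAD library. NPPB, released under wall stress, had 382 CPM (interval 344 to 422) in the pre-LVAD library and 41.6 CPM (30.9 to 54.9) in the post-LVAD library. NPPA was 4.12-fold lower (interval 3.16 to 5.41). The actin-binding genes ACTN1, ACTN4, CALD1 and the non-muscle myosin MYH9 were lower by 4.47-fold, 2.77-fold, 3-fold and 3.55-fold. Mural cells express these genes too: in the same nuclei the mural list had a median log2 ratio of -0.62 (counting interval -1.03 to -0.24), at percentile 0.530 of random lists, and of 10 measured members, 5 were lower, 0 higher and 5 between the limits, and smooth muscle markers took 0.0227% and 0.00932% of UMIs. In sub-type CM2 alone the log2 ratio of MYH9 went from -1.83 to -1.09. STAT4 had the lowest ratio, with 184 CPM (interval 158 to 213) in the pre-LVAD library and 10.8 CPM (5.76 to 18.5) in the post-LVAD library. Both sub-types CM1 and CM2 had less NPPB, at 718 and 60.6 CPM and 165 and 33.4 CPM. With nuclei thinned to 1000 UMIs, the log2 ratio of NPPB went from -3.20 to -2.33.

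Of 1683 cardiomyocyte genes within the level limits, the others among the 12 lowest were EIF2AK3 (3.91-fold), EGR1 (3.36-fold), NID1 (3.10-fold), DUSP27 (2.63-fold) and ADAM19 (2.60-fold). EIF2AK3 encodes a kinase of the unfolded protein response. Among the 12 highest were GRM8 (5.40-fold), AQP4-AS1 (4.79-fold), TRIQK (3.22-fold), DNAH11 (2.78-fold), KCNN2 (2.54-fold), MAOA (2.52-fold), IPO9-AS1 (2.51-fold), FGF12-AS1 (2.41-fold), FRK (2.27-fold), KCNQ1OT1 (2.17-fold) and PGR (2.16-fold). KCNN2 encodes a calcium-activated potassium channel, and MAOA monoamine oxidase A. AQP4-AS1, IPO9-AS1 and FGF12-AS1 are antisense to named genes. In sub-type CM1 alone the log2 ratio of AQP4-AS1 went from 2.26 to 1.17. Thinned to 1000 UMIs, EGR1 went from -1.75 to -0.91 and EIF2AK3 from -1.97 to -1.27, and in CM2 alone NID1 from -1.63 to -1.02.

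The cardiomyocyte stress list had a median log2 ratio of -0.78 (counting interval -0.91 to -0.53), at percentile 0 of random lists; of 9 measured members, 5 were lower, 0 higher and 4 between the limits. ANKRD1 (3171 and 1699 CPM) and FLNC (187 and 105 CPM) were lower, while MYH7, the beta myosin heavy chain, stood at 2197 and 2193 CPM and ACTA1 at 924 and 1124 CPM. MYH6, the alpha heavy chain, had 117 and 82.4 CPM. The sarcomere list had a median log2 ratio of -0.20 (counting interval -0.24 to -0.14), at percentile 3.56 of random lists; of 20 measured members, 1 was lower, 2 higher and 17 between the limits. MYOM1 (2561 and 1669 CPM) was lower and TTN (24390 and 16900 CPM) between, and MYL2 (1684 and 2575 CPM) and MYL7 (214 and 378 CPM) higher. Of calcium handling genes (-0.20), SRL had 363 and 196 CPM and TRDN 1140 and 1586 CPM. Fatty acid oxidation (0.14), glycolysis (0.07), the nuclear-encoded respiratory chain (0.09) and mitochondrially encoded genes (-0.05) had medians within 0.15 of 0, although LPL, a lipase, was 2.18-fold lower (interval 1.91 to 2.49). The hypoxia list had a median log2 ratio of -0.40 (counting interval -0.73 to -0.05), at percentile 1.59 of random lists, with VEGFA at 182 and 109 CPM and EGLN3 at 103 and 54.1 CPM. The VEGF and angiopoietin list had a median log2 ratio of 0.28, and of 11 measured members, 4 were lower, 3 higher and 4 between the limits. ANGPT1 (15.3 and 35 CPM) and ANGPT2 (49.9 and 76.6 CPM) were higher in the post-LVAD library. FLT1 (52.9 and 31.6 CPM) was lower, as was VEGFA.

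**Figure D2:**
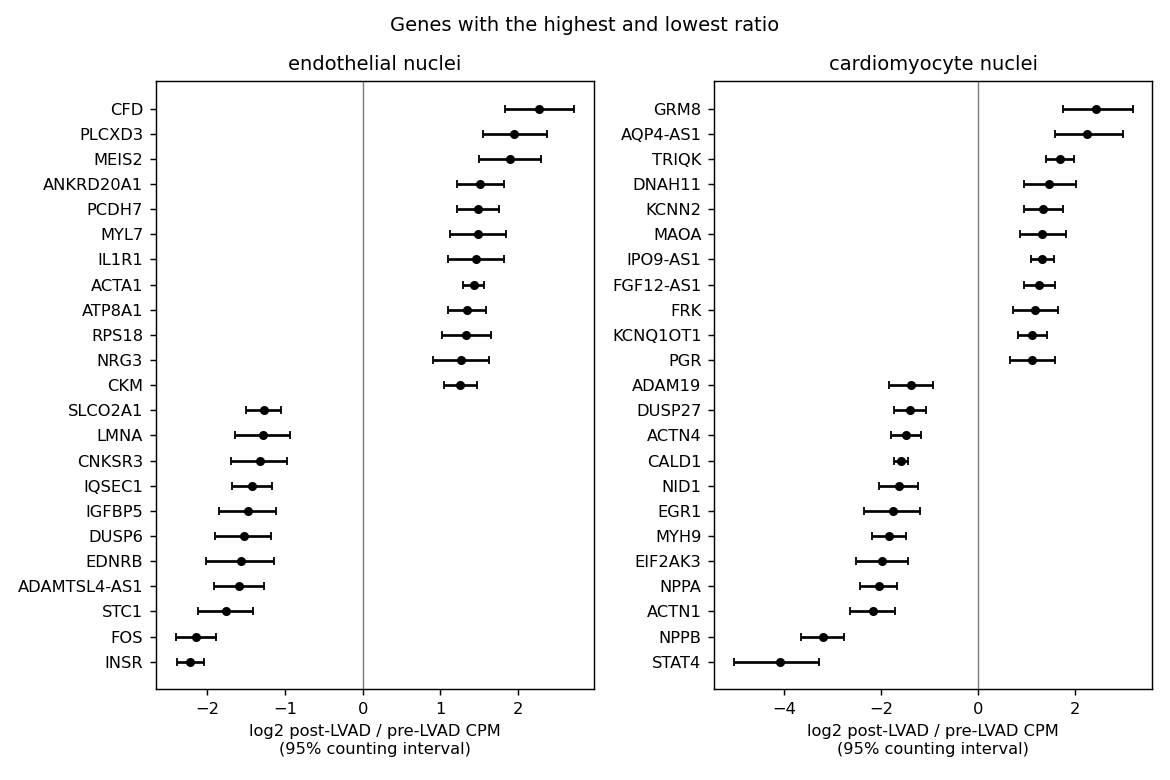
log2 ratio of post-LVAD to pre-LVAD CPM for genes among the 12 highest and 12 lowest within the level limits, in endothelial (left) and cardiomyocyte (right) nuclei; bars are 95% counting intervals. INSR and FOS lie lowest in endothelial nuclei, at -2.22 and -2.15, and STAT4 and NPPB in cardiomyocyte nuclei, at -4.09 and -3.20.

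Fibroblasts (768 pre-LVAD and 832 post-LVAD nuclei) had less of 11 of the 19 measured matrix and activation genes in the post-LVAD library. POSTN, encoding periostin, a matrix protein of activated fibroblasts, had 894 CPM (interval 855 to 934) in the pre-LVAD library and 32.7 CPM (25.8 to 40.9) in the post-LVAD library. TNC, encoding tenascin C, was 11.3-fold lower (interval 8.22 to 16). The list had a median log2 ratio of -1.08 (counting interval -1.21 to -0.91), at percentile 0 of random lists; of 19 measured members, 11 were lower, 0 higher and 8 between the limits. THBS4 (295 and 51.6 CPM), CCN2 (361 and 85.2 CPM), COL1A1 (422 and 99.8 CPM), FN1 (982 and 318 CPM) and MEOX1 (158 and 41.3 CPM) were lower, while COL6A1 (676 and 865 CPM) and LUM (175 and 154 CPM) differed by less than 1.5-fold.

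Sub-type FB2 (229 and 86 nuclei), led by genes that include POSTN and TNC, held most of the POSTN in both libraries, and its own level was 3759 and 315 CPM (pre-LVAD and post-LVAD), against 44.2 and 8.67 CPM in FB1 (432 and 604 nuclei). These numbers are given for the levels and not compared as shares, because the same genes define FB2. FAM155A was 11.3-fold lower (interval 7.46 to 17.7). The highest ratios belonged to MROH9 (7.19-fold), RMST (4.05-fold), KCNN3 (2.80-fold) and PCDH9-AS2 (2.80-fold). The VEGF and angiopoietin list had a median log2 ratio of -0.28 (counting interval -0.36 to 0.10), at percentile 1.60 of random lists, and of 13 measured members, 1 was lower, 3 higher and 9 between the limits; the median turned to 0.42 with free RNA subtracted. Of its members, PGF, a VEGF relative (6.83 and 25.8 CPM), VEGFD (48.2 and 86.9 CPM) and ANGPT2 (53.7 and 93.8 CPM) were higher in the post-LVAD library, as were NID2 (113 and 279 CPM) and HES1 (71.9 and 192 CPM). KLF4 (92.4 and 21.5 CPM) and KLF2 (83.3 and 22.8 CPM) were lower. ANGPT2 did not go the same way in every group. It was lower in SM1 (191 and 40 CPM, with 5 UMIs post-LVAD) and SM2 (197 and 120 CPM). It was higher in macrophages (37.6 and 70.2 CPM) and, by less than 1.5-fold, PC1 (90.3 and 127 CPM). In T cells it had 55.4 and 113 CPM, from 9 and 16 UMIs, and the interval of its ratio (0.845 to 5.22) spans 1.

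**Figure D3:**
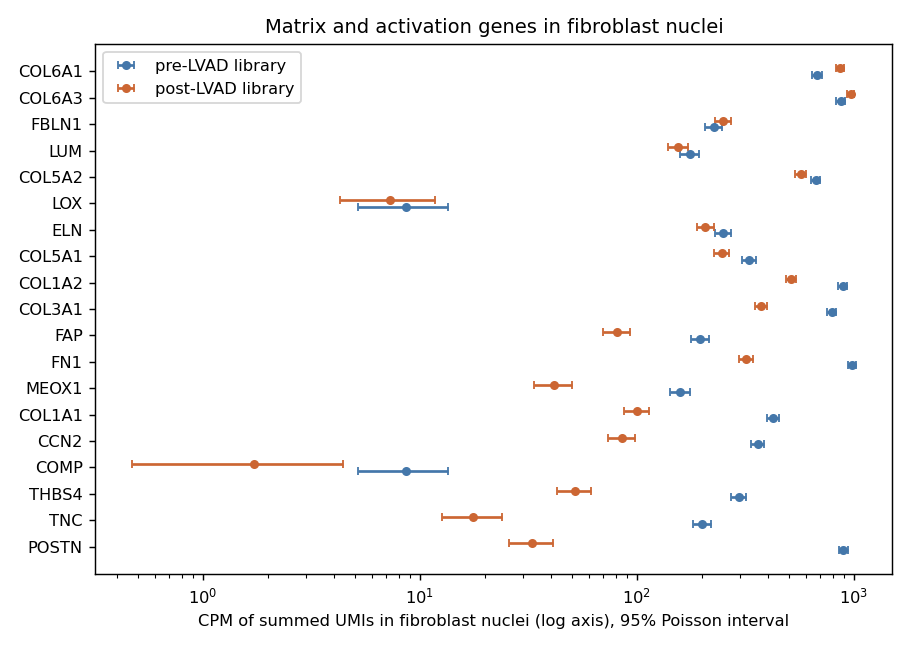
CPM of summed UMIs (log axis) of matrix and activation genes in fibroblast nuclei of the pre-LVAD and post-LVAD library; bars are exact 95% Poisson intervals. POSTN lies at 894 and 32.7 CPM, and COL6A1 at 676 and 865 CPM.

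Macrophages (535 and 499 nuclei) had more HMOX1, the haem-degrading enzyme, in the post-LVAD library, at 34.3 and 199 CPM, more of the chemokines CCL8 (70.2 and 252 CPM) and CCL2 (146 and 432 CPM), and more XBP1 (28.4 and 124 CPM) and CFD (42.6 and 144 CPM). Few macrophage nuclei held a HMOX1 UMI, 6.92% pre-LVAD and 9.82% post-LVAD. The shares were 5.98% and 12% for CCL8, 6.17% and 11.8% for XBP1, and 8.97% and 23% for CFD. FOSB was 7.73-fold lower (interval 5.45 to 11.3), PDK4, a kinase that restrains glucose oxidation, 6.33-fold lower (interval 5.11 to 7.91), LMNA 5.32-fold lower (interval 3.94 to 7.30) and SYT1 5.10-fold lower (interval 3.77 to 7.03). Thinned to 1000 UMIs, the log2 ratio of LMNA went from -2.41 to -1.59. MHC class II genes had a median log2 ratio of 0.58 (counting interval 0.30 to 0.78), at percentile 100 of random lists, led by HLA-DRA (173 and 459.7 CPM) and CD74 (402 and 691 CPM). The resident macrophage list had a median log2 ratio of -0.28 (counting interval -0.40 to -0.19), at percentile 2.81 of random lists, with LYVE1 at 754 and 489 CPM and CD163 at 1243 and 833 CPM, and the monocyte-derived list a median log2 ratio of 0.82 (counting interval 0.39 to 1.15), at percentile 99.4 of random lists, with VCAN at 103 and 181 CPM.

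Pericytes of PC1 (282 and 273 nuclei) had 301 UMIs of IL1RAPL2, a neuronal-type interleukin receptor family gene, in the pre-LVAD library and 0 in the post-LVAD library, at least 69-fold lower by its counting interval. The same gene was 92.3-fold lower (interval 31.2 to 451) in SM2, with 3 UMIs in the post-LVAD library, while Schwann cells had 1736 and 1402 CPM. In PC1, GRM8, CDH8 and PXDNL were lower (140.4 and 11.4, 196 and 34.3 and 279 and 76.8 CPM), and TRPA1, ACTA1 and COX6A2 higher (47.2 and 142, 224 and 689 and 106 and 302 CPM). ACTA1 is a muscle gene, and the sarcomere (0.49) and cardiomyocyte stress (0.63) lists also had medians above 0 in PC1. FLT1 was 2.07-fold lower (interval 1.71 to 2.52) in PC1. Thinned to 1000 UMIs, the log2 ratio of IL1RAPL2, at the floor of 3 UMIs, went from -6.42 to -5.34 in PC1 and from -6.53 to -5.34 in SM2, and that of GRM8 in PC1 from -3.62 to -2.69.

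In smooth muscle SM1 (214 and 92 nuclei), LUZP2 had 1 UMI pre-LVAD and 128 post-LVAD, a ratio of 348 (interval 61.4 to 13870). TGFB2, a transforming growth factor, was 31.3-fold higher (interval 13.7 to 88.2), STK32B 87.1-fold higher (interval 14.6 to 3547) and CREB5 7.07-fold higher (interval 5.24 to 9.63). Few nuclei held the UMIs of LUZP2, STK32B and TGFB2: 8, 8 and 11 of 92 post-LVAD SM1 nuclei. The share of SM1 nuclei with a CREB5 UMI differed little, at 15.9% pre-LVAD and 17.4% post-LVAD. IL1RAPL2, SLC7A2, TNS3 and EGR1 were lower, with 1, 1, 3 and 4 UMIs in the post-LVAD library against 73, 61, 55 and 73. In SM2 (121 and 149 nuclei), SLC6A13 had 0 and 52 UMIs, at least 11.9-fold higher post-LVAD by its counting interval; at the floor of 3 UMIs its log2 ratio went from 3.93 to 2.90 when thinned to 1000 UMIs. IL7, CAV2 and ZFP14 were higher (3.51-fold, 3.25-fold and 3.16-fold), and NRG3, THSD7B and CHSY3 lower (10.3-fold, 9.69-fold and 9.12-fold). Thinned to 1000 UMIs, the log2 ratio in SM1 went from 4.97 to 3.58 for TGFB2, -2.75 to -1.38 for TNS3 and -2.75 to -1.82 for EGR1, and that of CREB5, by the mean of per-nucleus CPM, from 2.82 to 1.78. With a count of 1 set to the floor of 3 UMIs, the log2 ratio went from -2.90 to -1.17 for SLC7A2, 4.86 to 3.61 for STK32B and -3.16 to -1.92 for IL1RAPL2 when thinned. That of LUZP2 went from 6.86 to 5 when thinned and to 5.51 by the mean of per-nucleus CPM.

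T cells (88 and 82 nuclei) held few UMIs per gene. KCNIP4 (30 and 3 UMIs), ATG10, PLEKHG1 and PRKCE had the lowest ratios, and RPS27, ATP8B4, PRKG1 and MYL12A the highest, PRKG1 at 271 and 845 CPM. The share of T cell nuclei with a PRKG1 UMI was not higher, at 22.7% pre-LVAD and 20.7% post-LVAD. The log2 ratio of PLEKHG1 went from -2.13 to -0.36 without the nuclei of highest doublet score, and that of KCNIP4 from -3.13 to -0.93 with nuclei thinned to 1000 UMIs.

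Immediate early genes, which cells switch on within minutes of a stimulus, had a median below 0 in all 8 groups of nuclei compared. Their median log2 ratios were -0.92, -1.20, -0.81, -0.55, -0.68, -0.71, -0.60 and -0.42 in endothelial, cardiomyocyte, fibroblast, macrophage, T cell, PC1, SM1 and SM2 nuclei. In that order 9 of 13, 9 of 12, 9 of 13, 6 of 13, 6 of 11, 7 of 12, 6 of 12 and 5 of 12 members were lower by 1.5-fold, and 0, 0, 0, 1, 1, 1, 1 and 1 higher. FOSB was 4.77-fold lower (interval 3.48 to 6.68) in endothelial nuclei and 3.10-fold lower (interval 2.69 to 3.58) in fibroblasts. Glucocorticoid response genes had medians of -0.59, -0.79, -0.99, -1.18, -0.58, -0.15, -0.80 and -0.63 in the same order. FKBP5, a chaperone induced by glucocorticoids, was 2.36-fold lower (interval 2.15 to 2.60) in macrophages and 2.43-fold lower (interval 2.19 to 2.70) in fibroblasts, and TSC22D3 3.89-fold lower (interval 3.11 to 4.92) and ZBTB16 4.05-fold lower (interval 3.21 to 5.16) in macrophages. In PC1 the glucocorticoid median lay at percentile 17 of random lists, and it turned to 0.42 with free RNA subtracted and 0.10 when thinned. That of SM1 went to -0.18 when thinned. With free RNA subtracted, the immediate early medians were -1.03, -1.38, -0.92, -0.51, -0.04, -0.92, -0.42 and -0.23 in the same order, the T cell median outside its counting interval and the others within theirs.

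Cytosolic ribosomal protein genes had a median above 0 in every group, at 0.82, 0.47, 0.40, 0.75, 0.53, 0.53, 0.71 and 0.60 in the same order. Higher by 1.5-fold were 26 of 30, 11 of 30, 6 of 30, 22 of 30, 14 of 30, 12 of 30, 17 of 30 and 16 of 30 members, and 3 were lower in T cells. RPS18 had 64.3 and 162 CPM in endothelial nuclei. The nuclear-encoded respiratory chain list had a median log2 ratio of 0.59 (counting interval 0.48 to 0.71), at percentile 100 of random lists in endothelial nuclei and 0.09 in cardiomyocytes. Its median was 0.54 in macrophages, 0.51 in SM1, 0.44 in SM2, 0.37 in PC1, 0.28 in T cells and 0.25 in fibroblasts. Sarcomere genes, which endothelial nuclei should lack, had a median log2 ratio of 0.53 (counting interval 0.43 to 0.59), at percentile 100 of random lists there. Of 20 measured members in endothelial nuclei, 8 were higher, 0 lower and 12 between the limits. The sarcomere median was 0.61 in macrophages, 0.49 in PC1, 0.37 in T cells, 0.30 in SM2, 0.15 in fibroblasts and 0.12 in SM1. MYL2 stood at 939 and 2233 CPM and MYH7 at 827 and 1370 CPM in endothelial nuclei. NPPB, another cardiomyocyte transcript, was lower in endothelial nuclei, with 69.1 and 25.2 CPM.

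**Figure D4:**
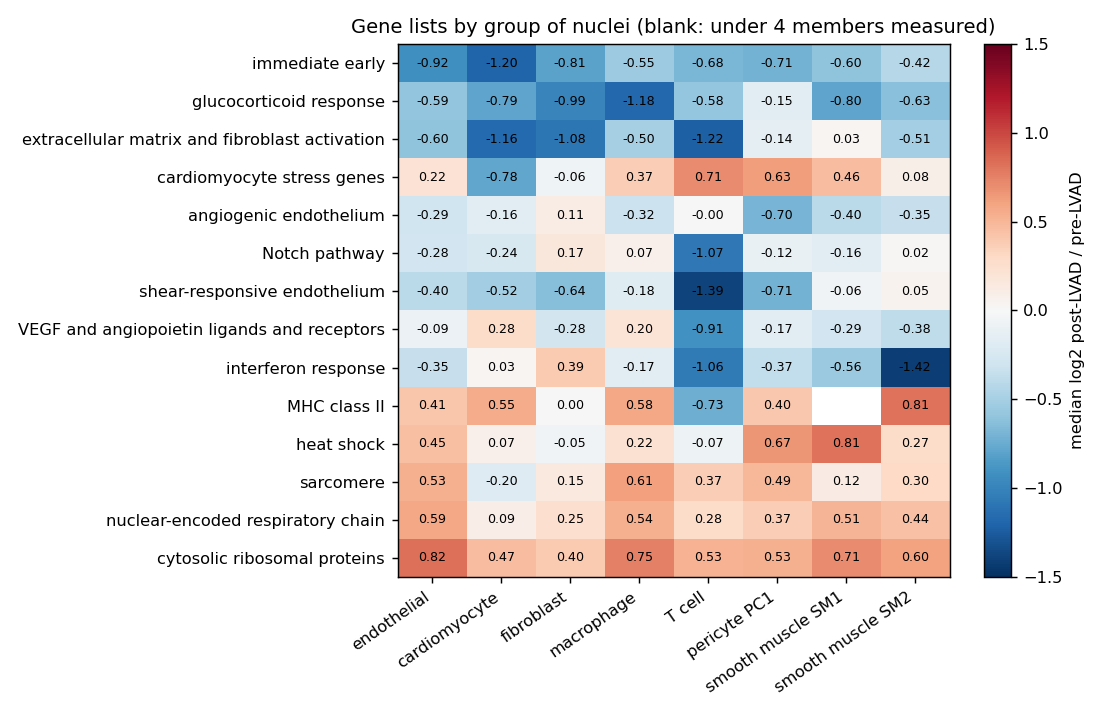
Median log2 ratio of post-LVAD to pre-LVAD CPM for 14 gene lists (rows) in the 8 groups of nuclei (columns); red is higher and blue lower in the post-LVAD library. The immediate early row is below 0 in every column, and the ribosomal protein row above 0, from 0.40 in fibroblasts to 0.82 in endothelial nuclei.

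Markers of other classes were counted in each class, where free RNA, doublets or wrong assignment can supply them. The 8 cardiomyocyte markers took 5.80% and 4.84% of cardiomyocyte UMIs (pre-LVAD and post-LVAD), and 0.479% and 0.570% of endothelial, 0.497% and 0.578% of macrophage and 0.343% and 0.330% of fibroblast UMIs. Fibroblast markers took 1.23% and 1.20% of fibroblast UMIs and 0.0370% and 0.0469% of endothelial UMIs. Endothelial markers took 0.776% and 0.666% of endothelial UMIs and 0.0229% and 0.0167% of cardiomyocyte UMIs, and endocardial markers 0.0179% and 0.0381% of endothelial UMIs. Smooth muscle markers took 0.0227% and 0.00932% of cardiomyocyte UMIs. Myeloid markers took 1.40% and 1.06% of macrophage UMIs and 0.0179% and 0.0198% of cardiomyocyte UMIs. The matrix and activation list was lower in cardiomyocyte nuclei too (median -1.16), with COL1A1 at 95.7 and 9.99 CPM, and in endothelial nuclei (median -0.60). Its median was -1.22 in T cells, -0.51 in SM2, -0.50 in macrophages, -0.14 in PC1 and 0.03 in SM1. The macrophage median turned to 0.84 with free RNA subtracted, and that of SM2 to 0.11 when thinned to 1000 UMIs.

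The other named genes whose ratio moved by over 1.5 times under an alternative are given here as log2 ratios, toward 0 or away from it. With free RNA subtracted, endothelial nuclei: CFD 2.27 to 3.22, FOS -2.15 to -2.78, MEIS2 1.89 to 5.19, PCDH7 1.49 to 2.44 and PLCXD3 1.96 to 5.33. Cardiomyocytes: STAT4 -4.09 to -5.27. Fibroblasts: FAM155A -3.49 to -6.22. Macrophages: PDK4 -2.66 to -3.40. T cells: ATG10 -2.57 to -3.17, ATP8B4 1.69 to 2.58, PRKCE -1.69 to -2.64 and PRKG1 1.64 to 3.88. PC1: GRM8 -3.62 to -4.46 and PXDNL -1.86 to -5.29. SM1: CREB5 2.82 to 4.82, TGFB2 4.97 to 5.63 and TNS3 -2.75 to -2.07. SM2: CHSY3 -3.19 to -4.41, IL7 1.81 to 2.54 and NRG3 -3.36 to -4.34. Thinned to 1000 UMIs, endothelial nuclei: STC1 -1.76 to -2.47. Cardiomyocytes: ACTN1 -2.16 to -2.77 and GRM8 2.43 to 3.35. Macrophages: XBP1 2.12 to 2.996. T cells: ATP8B4 1.69 to 2.74, PRKCE -1.69 to -2.43 and PRKG1 1.64 to 2.75. PC1: CDH8 -2.51 to -3.41. By the mean of per-nucleus CPM, endothelial nuclei: MEIS2 1.89 to 1.04 and PCDH7 1.49 to 0.76. T cells: KCNIP4 -3.13 to -1.01 and PLEKHG1 -2.13 to -1.44. SM1: SLC7A2 -2.90 to -2.28, STK32B 4.86 to 3.94 and TGFB2 4.97 to 4.38. In nuclei of 1000 or more UMIs, T cells: ATP8B4 1.69 to 2.35. SM1: IL1RAPL2 -3.16 to -2.48. In CM1 alone, MYH9 -1.83 to -2.49 and STAT4 -4.09 to -4.84. In CM2 alone, NPPB -3.20 to -2.31.

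In the GRCh38 annotation (GENCODE release 44), the lead genes are protein-coding: INSR (ENSG00000171105, chromosome 19, 7112255 to 7294414), FOS (ENSG00000170345, chromosome 14, 75278826 to 75282230), NPPB (ENSG00000120937, chromosome 1, 11857464 to 11858945), NPPA (ENSG00000175206, chromosome 1, 11845709 to 11848345) and POSTN (ENSG00000133110, chromosome 13, 37562583 to 37598844). NPPA and NPPB are neighbours on chromosome 1. The values are per gene over exons and introns together, so no exon or untranslated region is told apart.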

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

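The tests of free RNA by its ceiling, of FB2, of clustering again, of depth by thinning and by nuclei of 1000 or more UMIs, of tissue handling and of a single pool of cardiomyocyte RNA were chosen after the results were seen, the last after subtraction of free RNA had come out against free RNA. Subtraction was fixed as an alternative before the files were opened, and the limits for FB2, depth and subtraction were written after the main results but before the values they apply to. Nuclei outside the compared groups carried a signal: sub-type SM4, led by mast cell markers, had 6 pre-LVAD and 10 post-LVAD nuclei, and SM3, without a fixed marker among its leading genes, 71 and 16. The lack of such a marker does not set SM3 apart. Compared sub-types shared it: CM2, EC1 to EC4, FB1 to FB3, MP2, MP3, PC1 and SM2. The cardiomyocyte stress list went opposite ways, with a median log2 ratio of -0.78 in cardiomyocytes and 0.63 in PC1 pericytes; the difference was not tested. The stress list was also above 0 in T cells (0.71), SM1 (0.46), macrophages (0.37) and endothelial nuclei (0.22). In PC1 the sarcomere list (0.49) and ACTA1 (224 and 689 CPM) were higher with it. ACTA1 was found in 39% of pre-LVAD and 72.9% of post-LVAD PC1 nuclei. Free cardiomyocyte RNA could supply part of the PC1 rise and stays open.

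Of 19 measured matrix and activation genes in fibroblasts, 11 were lower in the post-LVAD library, 0 higher and 8 between the limits. Free RNA from other cells was argued against: for 11 of 11 lower members the difference in CPM exceeded the lowest pre-LVAD level in any other group. For 10 it did so beyond counting error with the upper counting limit of that level multiplied by 2.87, the ratio of the largest to the smallest estimated free RNA fraction of a group. A smaller share of sub-type FB2 could account for part of it and stays open, since the median within FB1 was -0.54, between the limits set for either answer, -1.17 within FB2 and 0.11 within FB3, where 6 of 15 members were lower. Clustering the fibroblasts again without genes that differed 1.5-fold did not recover FB2 (overlap of 0.311 as a Jaccard index). The nearest cluster, 107 nuclei that took in 31.7% of FB2, held 98 pre-LVAD nuclei (12.8%, 10.5 to 15.3) and 9 post-LVAD nuclei (1.08%, 0.496 to 2.04); as it misses most of FB2, it decides nothing about the share of FB2. An effect of the LVAD and a difference between donors stay open, as untested.

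Immediate early genes had a median below 0 in all 8 groups of nuclei. Among macrophage sub-types the median was -0.65 in MP1, -0.07 in MP2 and -0.38 in MP3, so MP2 shared little of it. Depth per nucleus stays open. With nuclei thinned to 1000 UMIs, 8 of 8 groups kept a median below -0.3. Thinning keeps the expected proportions within each nucleus and evens only its weight in the sum, so it cannot decide. Nuclei already under 1000 UMIs, common in CM1 and EC2, cannot be thinned to it. The setting therefore evens that weight only among the others. Free RNA cannot be told apart, since the difference in CPM exceeded the lowest level in another group for 44 of 57 lower gene and group pairs, but beyond counting error and the same multiplied limit for 2. Subtraction of the pooled profile gave medians of -1.03, -1.38, -0.92, -0.51, -0.04, -0.92, -0.42 and -0.23 in endothelial, cardiomyocyte, fibroblast, macrophage, T cell, PC1, SM1 and SM2 nuclei, but a profile pooled from nuclei decides neither way. Handling of the tissue stays open: the heat shock list was below 0 in 2 of 8 groups, and immediate early genes may respond without heat shock genes. Because the lower level was shared by unrelated classes, a cause acting on the whole piece of tissue, LVAD status included, is a candidate explanation. That explanation is an untested hypothesis, and free RNA and depth stay open beside it.

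The ribosomal protein and sarcomere lists had medians above 0 in endothelial nuclei. Higher by 1.5-fold in the post-LVAD library were 26 of 30 ribosomal members but 8 of 20 sarcomere members, with 12 between the limits. The sarcomere median was 0.53 there, higher still in macrophages (0.61) and near it in PC1 (0.49). Nuclei of low depth did not carry the ribosomal rise alone, as its median was 0.84 in nuclei with 1000 or more UMIs. The median endothelial nucleus had 1864 UMIs pre-LVAD and 1505.5 post-LVAD, so leaving out the rest could move the sum little. Free RNA in nuclei of every depth stays open for the ribosomal genes. Whether free cardiomyocyte RNA accounts for the sarcomere genes stays open. Subtraction of the pooled profile left their median at 0.76, against 0.53 before, above the limit of 0.4 set in advance for an answer against free RNA; that limit was wrong, because the profile was pooled from nuclei and not measured in empty droplets. The later test of a single pool gave an SD over members of the log2 level difference from endothelial nuclei of 0.473, as a median over 6 groups, under its limit of 0.5, but the groups ranged from 0.414 to 0.907 and 2 lay above that limit, so it does not settle the source.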

How the results depend on the processing

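The settings by marker z-score, without the highest doublet scores, by sub-type, and for lists at 1000 or more UMIs and thinned, were chosen after seeing the data. No paired analysis was possible because each group has 1 library. The limit of 5% mitochondrial UMIs removed no nucleus. Over the alternatives, 3927 of 4177 gene values, 1769 of 1867 list medians and 54 of 76 shares and ratios stayed within the counting interval of the main value. These totals include the mitochondrial limit (7 shares and ratios) and centring on the median (544 gene values and 241 list medians). Neither could move much, so the totals overstate how far values held. Assigned by mean marker level (1654 other nuclei became cardiomyocytes) and by z-score, the post-LVAD minus pre-LVAD share was 0.661 and 0.471 points for smooth muscle, turned in direction, and -2.43 and -1.92 for pericytes. Ratios (pre-LVAD and post-LVAD) were 0.552 and 0.365 by level and 2.03 and 1.29 by z-score for endothelial per cardiomyocyte. They were 0.618 and 0.665, then 0.559 and 0.560 for pericyte per endothelial, and 0.542 and 0.585, then 1.47 and 1.34 for fibroblast per cardiomyocyte. With nuclei of 1000 or more UMIs, macrophages gave -1.85 and smooth muscle -2.10 points, and the last 2 ratios 0.383 and 0.445, then 2.41 and 2.26. List medians (log2) that left the counting interval, in part across 0 where that interval spans 0, were as follows. Endothelial after free RNA subtraction: stress 0.43, sarcomere 0.76, calcium handling 0.30, fatty acid oxidation 0.36, matrix -0.26, angiogenic -0.70, TGF-beta 0.16 and mural 0.90. Cardiomyocyte after free RNA subtraction: VEGF 0.54 and BMP pathway 1.18. Fibroblast after free RNA subtraction: sarcomere 0.45, mitochondrially encoded -0.34, VEGF 0.42, Notch pathway 0.30, mural 0.41 and interferon response 0.82. Macrophage after free RNA subtraction: stress 0.95, sarcomere 0.83, mitochondrially encoded 0.38, capillary endothelium 0.99, fatty acid transport 1.28, shear 0.48 and glucocorticoid -1.74. T cell after free RNA subtraction: stress 1.10, sarcomere 0.57, calcium handling 0.83 and immediate early -0.0353. Pericyte PC1 after free RNA subtraction: stress 1.02, sarcomere 0.68, mitochondrially encoded 0.33 and glucocorticoid 0.42. Smooth muscle SM1 after free RNA subtraction: mural -0.0833. Smooth muscle SM2 after free RNA subtraction: TGF-beta 0.38. Endothelial as means over nuclei: BMP pathway -0.20 and glucocorticoid -0.71. Cardiomyocyte as means over nuclei: immediate early -1.63 and glucocorticoid -1.11. Fibroblast as means over nuclei: respiratory chain 0.12 and ribosomal 0.27. Macrophage as means over nuclei: VEGF 0.43, Notch pathway -0.42 and monocyte-derived 0.34. T cell as means over nuclei: calcium handling -0.0996. Smooth muscle SM1 as means over nuclei: TGF-beta 0.31 and heat shock 0.17. Cardiomyocyte with members of 50 or more UMIs: circadian clock 0.33. T cell with members of 50 or more UMIs: ribosomal 0.79. Smooth muscle SM1 with members of 50 or more UMIs: VEGF -1.53. Smooth muscle SM2 with members of 50 or more UMIs: stress 0.67 and matrix -0.0172. Macrophage in nuclei of 1000 or more UMIs: matrix -0.91. Smooth muscle SM1 in nuclei of 1000 or more UMIs: VEGF -0.91, TGF-beta 1.01 and hypoxia response -0.39. Cardiomyocyte in CM1 alone: sarcomere -0.0767, calcium handling -0.33, ion channel 0.35, VEGF 0.61, BMP pathway 0.79, hypoxia response -0.85, immediate early -1.45, heat shock 0.40 and glucocorticoid -1.14. Cardiomyocyte in CM2 alone: mitochondrially encoded 0.10, Notch pathway 0.16, capillary endothelium -0.45 and ribosomal 0.65. Endothelial thinned to 1000 UMIs: VEGF -0.22. Cardiomyocyte thinned to 1000 UMIs: mural -1.13 and hypoxia response -0.80. Fibroblast thinned to 1000 UMIs: fatty acid oxidation 0.32, matrix -1.24, endothelial activation 0.52 and heat shock -0.34. Macrophage thinned to 1000 UMIs: calcium handling 0.12, matrix -1.001, BMP pathway -0.37 and heat shock 0.58. T cell thinned to 1000 UMIs: sarcomere 0.0728. Pericyte PC1 thinned to 1000 UMIs: ketone -0.23 and glucocorticoid 0.0997. Smooth muscle SM1 thinned to 1000 UMIs: VEGF -1.15, TGF-beta 0.38, glucocorticoid -0.18 and ribosomal 0.40. Smooth muscle SM2 thinned to 1000 UMIs: glycolysis 1.19, mural -0.20 and heat shock -0.35. Endothelial without called doublets: resident macrophage 0.10. Pericyte PC1 without called doublets: VEGF 0.33 and capillary endothelium 0.58. Fibroblast without the top 6% of doublet scores: resident macrophage -0.89. List medians that turned in direction against an interval clear of 0 were as follows. Fibroblast after free RNA subtraction: shear 0.13. Macrophage after free RNA subtraction: matrix 0.84. Fibroblast as means over nuclei: sarcomere -0.00509. Cardiomyocyte in CM1 alone: ketone 0.0479. Smooth muscle SM2 thinned to 1000 UMIs: matrix 0.11 and VEGF 0.17. Gene log2 ratios that turned were F13A1 0.10 in endothelial nuclei without called doublets, BMPR2 0.0182 in cardiomyocyte nuclei thinned to 1000 UMIs, MYH11 0.0908 in cardiomyocyte nuclei as means over nuclei, OXCT1 0.0479 in cardiomyocyte nuclei in CM1 alone, CRY1 0.20 in fibroblast nuclei thinned to 1000 UMIs, IFI44L 0.33 in fibroblast nuclei after free RNA subtraction, KCND3 -0.32 in fibroblast nuclei thinned to 1000 UMIs and VEGFA 0.29 in fibroblast nuclei thinned to 1000 UMIs. The cause was not tested. Genes under 30 UMIs, T cells and SM1 are limited by depth.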

Other observations

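The values here were singled out after the data were seen. Pericytes of PC1 had less of the basement membrane gene COL4A1 (425 and 191 CPM) in the post-LVAD library, and the angiogenic list had a median log2 ratio of -0.70 (counting interval -0.87 to -0.05), at percentile 0.150 of random lists there. Heat shock genes had a median log2 ratio of 0.67 (counting interval 0.35 to 1.27), at percentile 99.6 of random lists in PC1 and a median log2 ratio of 0.45 (counting interval 0.21 to 0.71), at percentile 99.5 of random lists in endothelial nuclei. The largest heat shock median was 0.81 in SM1, at percentile 98.7 of random lists. It fell to 0.17 by the mean of per-nucleus CPM. In SM1 the TGF-beta and mesenchymal list had a median log2 ratio of 0.77 (counting interval 0.38 to 0.96), at percentile 100 of random lists, opposite to its direction in fibroblasts (median -0.32). The contrast was not tested. The SM1 median was 0.31 as means over nuclei, 0.38 when thinned and 1.01 in nuclei of 1000 or more UMIs.

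INSR was lower in each of the compared endothelial sub-types, with 993 and 192 CPM in EC1, 445 and 133 in EC2, 1701 and 359 in EC3 and 933 and 189 in EC4, while fibroblasts had 258 and 193 CPM and cardiomyocytes 403 and 325 CPM. STAT4, low in post-LVAD cardiomyocytes, stood at 788 and 711 CPM in T cells and 297 and 235 CPM in PC1. VEGFA in macrophages had 67.7 and 28.5 CPM.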
